A study of Mus musculus with 3 samples. Its data were reported in "Cellular taxonomy of Hic1+ mesenchymal progenitor derivatives in the limb: from embryo to adult" (2022).

How the data were processed

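Accessibility had been measured by the authors with droplet-based single-nucleus ATAC-seq in 3 libraries of sorted forelimb MPs, 1 at each of E12.5, E14.5 and E16.5. The deposited values are counts, whole numbers of transposase cut sites per called peak and nucleus, and were not normalised. From 73.7% to 77.8% of the entries equalled 2 and from 89.5% to 94.1% were even, as 2 cut sites per fragment give. The methods of the study name the Cell Ranger ATAC pipeline for alignment and peak calling. The file headers name its software version as 1.0.1 at E12.5 and E14.5 and 1.2.0 at E16.5, so the version differed between libraries, and the version in the methods, 1.1.0, matches neither. Peaks had been called in each library alone, and the deposited lists carry no scores, so a stricter calling threshold could not be applied. No peak lay past the end of a GRCm38 chromosome, and the GENCODE basic annotation of that assembly was used for genes and transcription start sites.

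All deposited nuclei were used, with no further filter on depth or promoter share, except where thinning left shallow nuclei out. The deposited barcodes numbered 42365 in all, and no filter on nuclei is stated in the text or labels of the study beyond its pipeline. No doublet caller was run, and the nuclei in the deepest 5% of each library were left out as an alternative. The total count per library and the range per nucleus are given with the results. With 1 library per stage there was no replicate error, so no test, p-value, standard error or count of changed genes was computed. Shares carry exact (Clopper-Pearson) binomial intervals and sums carry exact Poisson intervals, both at 95% confidence. For sums and ratios these were computed on fragment equivalents, the cut sites divided by 2 and rounded up, because the cut sites of a fragment are not independent. Medians over panels and the spread across clusters carry intervals from 1000 resamplings of the counts, and those of the spread were centred on the observed value.

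Peak lists were compared with bedtools 2.31.1, with an overlap of 1 bp counting as shared. Overlapping peaks of the 3 libraries were merged into regions, and regions with a peak of every library were called shared. Each peak was classed as promoter (1000 bp upstream to 100 bp downstream of a transcription start site), or otherwise as exon, intron or intergenic. Accessibility of a gene was the sum of counts over the library's peaks in shared regions that overlapped the gene body or the 2000 bp upstream, per 1000000 counts in autosomal shared regions (CPM). Panel medians of log2 ratios were set beside 10000 random gene lists of the same size, each gene drawn from the 500 nearest in mean accessibility. No pseudocount was needed for these ratios, and genes without a peak in a library were given no value.

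Joint clusters were made by k-means with 7 clusters and 10 starts on latent semantic indexing of binarised shared autosomal regions, without components whose correlation with log depth exceeded 0.5 in size. Regions within 100000 bp of a panel gene were left out. Each library was first thinned to the median depth of the shallowest, which kept 59.2% of fragments at E14.5 and 23.4% at E16.5. Log2 ratios between clusters used a pseudocount of 0.5 and libraries with at least 100 nuclei in the cluster. For the spread across clusters, the share of nuclei with a count and the correlations within nuclei, each nucleus was thinned to 1096 fragment equivalents, the 25th percentile of the E12.5 library, and for the spread 6223 nuclei were drawn per library. Thinning was planned on counts and was done on fragment equivalents once the values had shown 2 cut sites per fragment, with thinning of cut sites kept as an alternative. The correlations were set beside 1000 random panels.

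The comparisons, 26 of their alternatives and the gene panels were chosen before the data were examined, and 6 alternatives were added afterwards. The panels include genes that the study gives for its clusters of these nuclei or of its RNA data. Random lists carry no such choice, so a high place of a lineage panel among them is partly built in. The panels were MP, chondrogenic, tenogenic, fibrogenic, dermal fibrogenic, pericyte, perineural, myogenic, endothelial, epithelial, blood and Schwann genes, with a position panel read at promoters and 4 cell cycle loci. Within a panel, the rule for genes to be named took the largest rise, the largest fall and any gene that the study's text names for that lineage. After the values had been seen, the remaining genes of the MP, chondrogenic, tenogenic, fibrogenic and dermal fibrogenic panels were added, so that none is left out. For the pericyte, perineural, myogenic, endothelial, epithelial and Schwann panels, and for the cell cycle loci, only the median is given, which departs from the rule. Outside the panels the text names the 5 largest rises and 5 largest falls from E12.5 to E16.5 among autosomal protein-coding genes at or above the median accessibility. Of these rises, 1 is not reported here. Per1, Mnt and Bop1, neighbours of these genes, and the spread at Col9a3 fall outside this rule and were also chosen after their values were seen. The limits for cluster log2 ratios, of 0.5 and of 100 nuclei, and the centring of the spread intervals were also set after the data were seen.

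Alternatives covered the overlap that counts as shared, peaks seen in at least 1% of nuclei, autosomes alone, promoter peaks, all of each library's own peaks, scaling by the median ratio over genes, the binarised matrix, counts per kb of called width, each nucleus's own CPM, the number of clusters, the seed, thinning, and the regions used. Peaks of matched position were added after called width was seen to differ between libraries. These lie in the 44873 regions with exactly 1 peak in every library, where each pair overlaps by at least 50% of both peaks, and they held 57.2% of counts at E12.5, 69.9% at E14.5 and 51.2% at E16.5.

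The steps were tested on simulated data. Genes given a true log2 change of -2, -1, 1 or 2 were recovered with medians of -2.01, -1.00, 1.01 and 2.00, and 95.8% of the intervals held the true ratio. A true correlation of 0.474 was recovered as 0.469. That simulation had more counts per panel and nucleus than the thinned data, so it does not show that a correlation could be found at their sparsity. A true CV of 0.331 was recovered as 0.356 and a CV of 0.794 as 0.796, while unchanged genes had 0.128 from counting noise. Analyses were run with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and figures were drawn with matplotlib 3.10.9.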

Results

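Chromatin accessibility was measured by single-nucleus ATAC-seq in tdTomato-positive mesenchymal progenitors (MPs) of the mouse forelimb, sorted from embryos in which Hic1CreERT2 had switched on a red fluorescent reporter. There were 3 libraries, 1 each at embryonic day (E) 12.5, E14.5 and E16.5, so no stage had a replicate and no test between stages was possible. The sort had removed cells positive for CD45, CD117, CD31, CD11b, F4/80 or Ter119, which bears on every share of nuclei given here. The tissue was the forelimb at E12.5 and E14.5, and at E16.5 a segment around the elbow joint, from the distal stylopod to the proximal zeugopod. The E12.5 forelimbs are described as digested with Dispase, and those of later stages with Collagenase A, Pronase and DNase. The tissue was thus the same at E12.5 and E14.5, and the digestion the same at E14.5 and E16.5. Stage and library could not be separated in any comparison, nor stage from the segment at E16.5 or from the digestion at E12.5.

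The libraries held 8294 nuclei at E12.5, 20023 at E14.5 and 14048 at E16.5, or 42365 in all. Total counts of transposase cut sites within called peaks were 87048167, 204289151 and 413425059 in the same order. The median count per nucleus was 6003.5 at E12.5, 8575 at E14.5 and 26694 at E16.5. Counts per nucleus ranged from 284 to 139261 at E12.5, from 2132 to 58332 at E14.5 and from 1678 to 155308 at E16.5. All intervals given with the values cover counting error only, at 95% confidence, and not the differences between embryos, dissections or libraries.

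The first comparison asked how far the accessible regions of the 3 stages overlapped. The authors' lists held 190443 peaks at E12.5, 102459 at E14.5 and 213613 at E16.5. These covered 156.455 Mb, 81.489 Mb and 192.879 Mb of the GRCm38 assembly, with median widths of 558, 575 and 606 bp. Of the E12.5 peaks, 71.3% (exact binomial interval 71.1% to 71.5%) overlapped an E16.5 peak and 46.8% (46.6% to 47.1%) overlapped an E14.5 peak. Of the E14.5 peaks, 90.6% (90.4% to 90.8%) overlapped an E12.5 peak and 96.4% (96.2% to 96.5%) an E16.5 peak. Of the E16.5 peaks, 62.1% (61.9% to 62.3%) overlapped an E12.5 peak and 43.5% (43.3% to 43.7%) an E14.5 peak. A reciprocal overlap of 50% lowered all 6 shares, that of E14.5 peaks matched at E16.5 to 58.3%. Counting only peaks open in at least 1% of nuclei raised the share of E12.5 peaks matched at E14.5 to 71.4% and at E16.5 to 87.5%, but lowered the shares matched at E12.5, to 81.3% of E14.5 peaks and 44.4% of E16.5 peaks.

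Merging the 3 lists gave 266531 regions, of which 84660 (31.8%) contained a peak of every library. These shared regions held 86.5% of the counts at E12.5, 97.7% at E14.5 and 81.8% at E16.5. A further 51949 regions were called at E12.5 alone, 678 at E14.5 alone and 73369 at E16.5 alone. The regions called at E12.5 alone held 5.67% of that library's counts, and those called at E16.5 alone held 8.32%. Peaks called at E12.5 alone were open in a median of 0.458% of E12.5 nuclei, against 2.33% for the E12.5 peaks in shared regions. A region missing from 1 list was therefore below that library's calling threshold, and was not shown to be closed.

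Promoter peaks, from 1000 bp upstream to 100 bp downstream of a transcription start site, made up 11% of peaks at E12.5, 17.3% at E14.5 and 10.3% at E16.5. They carried 43.7%, 55.6% and 41.4% of the counts. Intron peaks made up 42.6%, 39.2% and 43.5% of the lists and intergenic peaks 38.4%, 36.1% and 37.8%.

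The next comparison asked whether accessibility at the loci of progenitor and lineage genes changed between stages. Counts in shared regions were summed over each gene body with 2000 bp upstream, and scaled to counts per 1000000 (CPM) of the counts in autosomal shared regions. Those regions covered 108.781 Mb of called peaks at E12.5, 76.017 Mb at E14.5 and 123.95 Mb at E16.5, and the mean over all called peaks was 0.0671, 0.125 and 0.153 counts per kb and nucleus. Under this scaling the median log2 ratio of 15875 autosomal protein-coding genes was 0.15 for E14.5 over E12.5 and -0.17 for E16.5 over E14.5. These were -0.0064 and -0.011 when libraries were scaled by the median ratio over genes. From E12.5 to E16.5 the all-gene median was 0.0071 under the first scaling and 0.011 under the second.

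Of the 5 panels of progenitor and lineage genes, the fibrogenic panel rose most from E12.5 to E16.5. Its median log2 ratio was 1.11 (interval from resampled counts 1.02 to 1.16), and 7 of its 8 genes with a value were higher at E16.5. None of the 10000 random gene lists of matched accessibility had a median as high, and 95% of them lay between -0.31 and 0.30. The panel includes Postn and Cd34, loci the study gives for its fibrogenic cluster of these nuclei, so it was not independent of them. The alternative that moved the fibrogenic median most was counts per kb of called width, which lowered it to 0.47. The larger step was between E14.5 and E16.5, with a median of 0.78, against 0.25 between E12.5 and E14.5. That earlier step did not keep its direction, because it was -0.069 per kb of called width.

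Among fibrogenic genes, Clec3b (ENSMUSG00000025784.5) rose most in all shared peaks, with a log2 ratio of 3.80 between the first and last stage. It had 3.39 CPM (exact Poisson interval 2.84 to 4.02) at E12.5, 7.24 (6.73 to 7.77) at E14.5 and 47.1 (46.1 to 48.2) at E16.5. Its called width in shared regions was 764 bp at E12.5 and 6097 bp at E16.5, and per kb of called width the log2 ratio was 0.99. The E12.5 list had 1 peak in reach of the gene, on chromosome 9 from 123156751 to 123157514. Dpt had a log2 ratio of 2.12, and its lowest value under any alternative was 1.01, so Clec3b did not rise most per kb of called width. Mfap5 had 1.13, Postn 1.11, Cd34 1.1 and Pdpn 0.74. Fap rose by only 0.18, and had -0.23 in peaks of matched position. Pi16 had the lowest ratio of the panel at -0.043, within counting error of 0. Ly6a had no called peak at E12.5 or E14.5, and at E16.5 it had 2 peaks on chromosome 15. The Ly6a promoter peak, from 74998812 to 74999619, had a count in 3.52% of E16.5 nuclei (3.22% to 3.83%), and the exon peak from 74995309 to 74996155 in 3.71% (3.40% to 4.03%). Because the tables list counts in called peaks only, accessibility of Ly6a at the earlier stages could not be given an upper limit.

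The MP panel had a median log2 ratio of -0.26 (-0.31 to -0.22) from E12.5 to E16.5, at percentile 2.1 of random lists. Only 2 of its 9 genes were higher at E16.5. Id1 fell most, by a log2 ratio of -0.99, Tcf7l2 rose most at 0.14, and Hic1 itself had -0.26. The other ratios were -0.83 at Snai1, -0.55 at Id2 and at Id3, -0.16 at Hmga2, -0.047 at Sox11 and 0.11 at Osr1. Whether the lower value at E16.5 held in peaks of matched position could not be assessed, because only 3 genes had them, and neither Id1 nor Hic1 was among these. Their median was -0.047 in all shared peaks and 0.032 in matched peaks. From E12.5 to E14.5 the panel median was -0.42 and it stayed negative under all 8 alternatives. From E14.5 to E16.5 it was 0.19, but -0.066 over all of each library's own peaks and -0.12 in the binarised matrix.

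The chondrogenic panel had a median of -0.27 (-0.34 to -0.15) from E12.5 to E16.5, at percentile 4.63 and thus inside the range of 95% of random lists (-0.32 to 0.27), and was negative under all 8 alternatives. Snorc had the lowest ratio at -1.15, although it was 0.66 over all of each library's own peaks, and Chad had the highest at 0.76. Acan had -0.27, and Col2a1 had -0.0063, which was within counting error of 0. The ratio was -1.1 at Sox5 and Col9a1, -0.78 at Sox6, -0.29 at Matn1, -0.14 at Cnmd, -0.081 at Sox9 and 0.36 at Col9a3, the last of which was -0.46 in peaks of matched position. The tenogenic median was 0.0055 (-0.059 to 0.068), at percentile 58.6, and its sign differed between alternatives. Within this panel C1qtnf3 rose by a log2 ratio of 2.54, while Scx had the largest change of the panel in all shared peaks, at -3.07. Per kb of called width Scx had only -0.89, whereas the lowest value of C1qtnf3 under any alternative was 1.37. Cilp had 0.43, Htra3 0.054, Fmod 0.0055 and Mkx -0.040. Kera had 0.12, Thbs4 -0.22 and Tnmd -0.48, and each of these 3 changed sign under at least 1 alternative. The dermal fibrogenic median was 0.18 (0.12 to 0.23), at percentile 92.9 and thus inside the range of random lists. Col7a1 had the highest ratio of this panel at 0.79 and Nkd2 the lowest at -0.72, with Irx1 at 0.17 and Rspo1 at -0.15. The others were Axin2 and Irx2 (both 0.32), En1 (0.24), Crabp1 (0.20), Twist2 (0.0082) and Lef1 (-0.033).

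**Figure D1:**
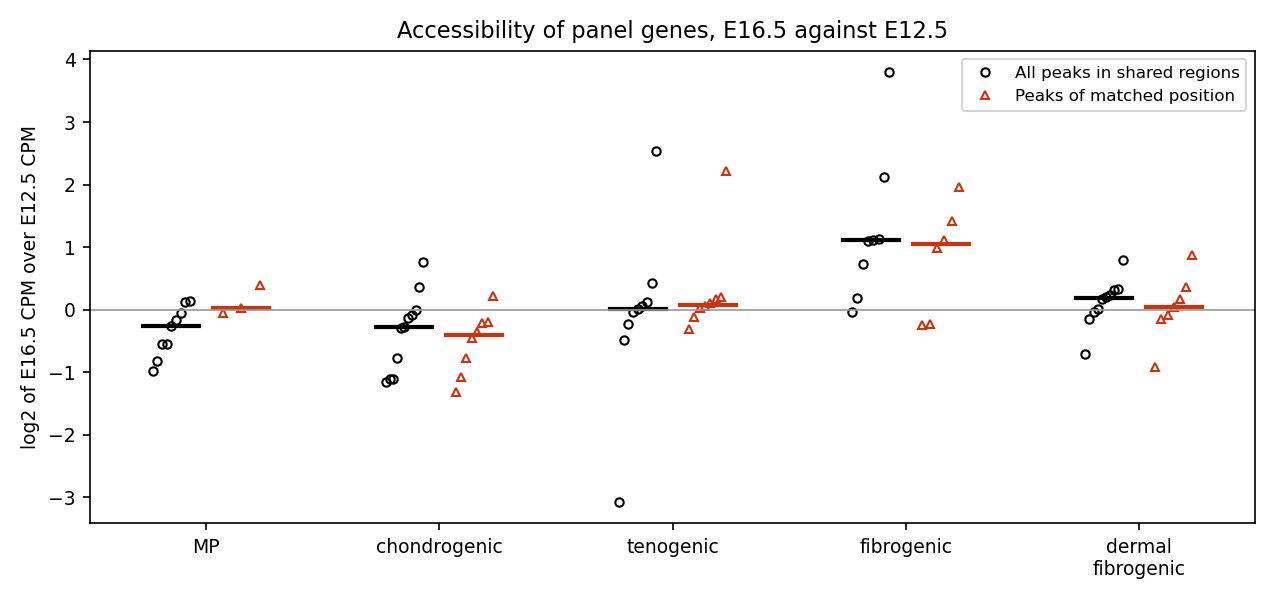
Log2 ratio of E16.5 over E12.5 accessibility for each gene of 5 panels, in all peaks of shared regions (circles) and in peaks of matched position (triangles), with bars at the panel medians. The bars rest on different numbers of genes. The fibrogenic medians were 1.11 over 8 genes and 1.05 over the 6 with matched peaks, which had 0.92 in all shared peaks. The MP medians were -0.26 over 9 genes and 0.032 over 3, which had -0.047 in all shared peaks.

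The remaining panels held fewer genes. Those for pericytes and perineural cells stand for further fates of the tdTomato-positive lineage, and the others for cell types outside it. From E12.5 to E16.5 the median log2 ratio was 0.092 for pericyte genes, -0.11 for perineural genes, -0.57 for myogenic genes, -0.26 for endothelial genes, -0.58 for epithelial genes and -0.43 for Schwann cell genes. Only 2 blood genes had a value in every library, so no median was taken. Of 4 cell cycle loci, the median was -0.11.

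Among 7938 autosomal protein-coding genes at or above the median accessibility, the largest rises from E12.5 to E16.5 included Icam1 (log2 ratio 3.14), Vamp2 (2.74), Eif4b (2.33) and Mettl16 (2.32). The largest falls were at Scx (-3.07), Gm10800 (-1.75), Twnk (-1.66), Tcerg1l (-1.65) and Hoxd12 (-1.64). Called width changed with most of these. At Icam1 it was 2954 bp at E12.5 and 13544 bp at E16.5, at Vamp2 3372 and 12243 bp, at Eif4b 1984 and 14583 bp, and at Mettl16 1771 and 7621 bp. At Icam1, Vamp2, Eif4b and Mettl16, the longest E16.5 peak also reached at least 1 other protein-coding gene, such as Per1 beside Vamp2 and Mnt beside Mettl16. Promoter peaks alone gave 1.06 for Icam1, 0.20 for Vamp2, 0.09 for Eif4b and 0.04 for Mettl16. Counts per kb of called width reversed the direction for Eif4b (-0.36) and Twnk (0.16). Gm10800 had similar widths of 1487 and 1470 bp. Regions prone to mapping artefacts were not filtered out here, so whether its counts reflect accessibility of a gene was not checked. In peaks of matched position the log2 ratios were 2.46 for Mettl16, 1.14 for Icam1, 0.28 for Vamp2 and 0.17 for Eif4b. They were -1.67 for Gm10800, -1.2 for Tcerg1l and -0.067 for Twnk, while Scx and Hoxd12 had no such peaks. The value for Mettl16 did not compare like with like. Its E16.5 peak that reached Mnt held 134 CPM, and no E12.5 peak in reach of Mettl16 lay there. The Mettl16 promoter peak held 32.1 CPM at E12.5 and 32.9 at E16.5, so no rise was shown at a matched position.

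Scx (ENSMUSG00000034161.8) lies on the plus strand of chromosome 15 from 76457452 to 76459458, inside Bop1, which is on the other strand. At E12.5 a single peak of 10365 bp, from 76456434 to 76466798, reached the gene and held 140 CPM (136 to 144). At E14.5 the peak over the gene was 2145 bp wide and held 26.6 CPM, and at E16.5 it was 2611 bp wide and held 16.7 CPM. The fall in Scx was smaller but kept its direction per kb of called width, at -0.89. Both values compare unlike stretches, because the E12.5 peak ends at 76466798 and the E16.5 peak at 76458571. Later peaks elsewhere in the E12.5 interval were not counted with Scx, and no sum over a common interval was made. Whether accessibility fell at Scx itself therefore stays open.

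**Figure D2:**
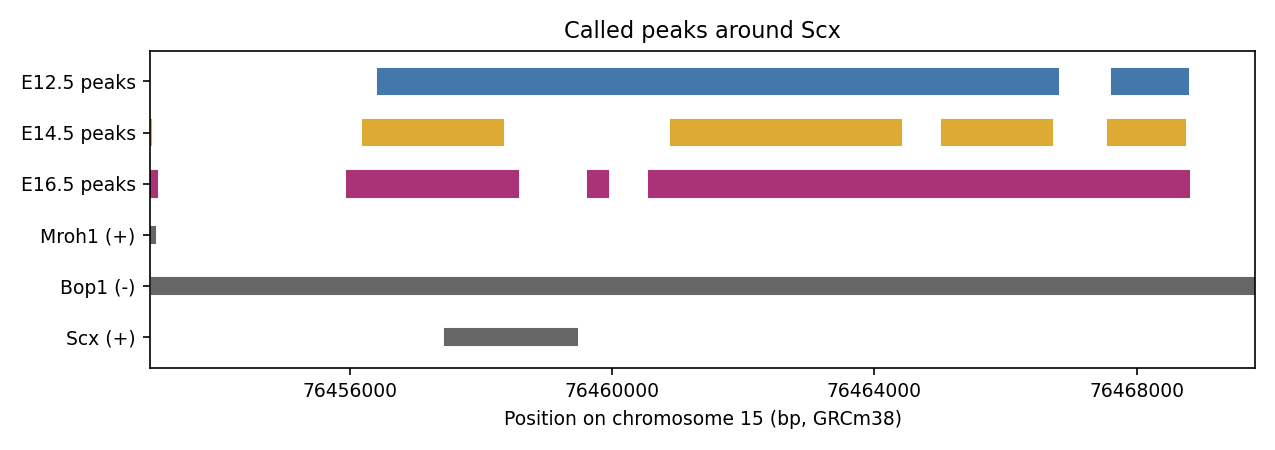
Called peaks of the 3 libraries and protein-coding genes around Scx on chromosome 15, drawn to scale with strand in brackets. One E12.5 peak of 10365 bp spans an interval in which the other libraries have several separate peaks.

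Across the 7938 genes, Spearman's correlation between the log2 ratio of called width and that of counts was 0.586 (genes are not independent replicates). Called width was at least 2 times larger at E16.5 for 210 genes, and 66 of the 100 largest rises were among these. For the 135 of them with peaks of matched position, the median log2 ratio was 0.80 in all shared peaks and 0.25 in matched peaks. Among the 7062 genes with matched peaks and widths within 2 times of each other, the medians were -0.020 and 0.029.

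Because the tissue at E16.5 was a segment around the elbow, promoters of genes that mark position along the limb were compared between E14.5 and E16.5. The log2 ratio was -0.19 at Hoxa13 and -0.71 at Hoxd13, both expressed in the distal limb. It was 0.051 at Meis1 and 0.058 at Meis2, which mark the proximal limb, and -0.15 at Shox2, where scaling by the median ratio gave 0.015. Under that scaling Hoxa13 (-0.030) and Hoxd13 (-0.55) stayed negative, while Meis1 and Meis2 stayed positive. The other promoters of this panel moved in both directions, with -0.32 at Hoxa9, 0.48 at Hoxa10, 1.26 at Hoxa11, -0.26 at Hoxd9, 0.98 at Hoxd10 and -0.41 at Hoxd11. Called width differed here too. The promoters of Hoxa9, Hoxa10 and Hoxa11 lay in the same 30157 bp peak at E12.5, and those of Hoxa10 and Hoxa11 in the same 18262 bp peak at E16.5, against 7306 and 4115 bp at E14.5. The width at the Hoxd10 promoter was 1998 bp at E14.5 and 9914 bp at E16.5. Per kb of called width, the E16.5 over E14.5 ratios were -0.14 at Hoxa10, -0.18 at Hoxa11 and -0.63 at Hoxd10, so the rises at these 3 promoters did not hold. By the same measure Hoxa13 (-0.52) and Hoxd13 (-0.44) stayed negative, and Meis1 (0.46) and Meis2 (0.71) stayed positive. Against E12.5, Hoxa13 and Hoxd13 were not lower at E16.5. Their ratios were 0.25 and 0.041, or 0.27 and 0.20 per kb of called width, because both had risen from E12.5 to E14.5, by 0.44 and 0.75.

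The third comparison asked how nuclei of the 3 stages were distributed over clusters made from all libraries together. All 42365 nuclei were grouped into 7 clusters, after deeper libraries had been thinned to the median depth of the shallowest and regions near panel genes had been left out. No doublet caller was run. Of the 7823 nuclei in cluster 2, 99.9% came from E12.5 (exact binomial interval 99.8% to 99.9%), and 94.2% of the E12.5 library was in this cluster. Cluster 3, of 7378 nuclei, was 99.1% E14.5 (98.8% to 99.3%). Cluster 1, of 7978 nuclei, was 92.7% E16.5 (92.1% to 93.2%). Cluster 4, of 6255 nuclei, was 86.3% E14.5 (85.4% to 87.1%). In the other clusters E14.5 and E16.5 were mixed. E14.5 made up 44.4% and E16.5 53.5% of the 5006 nuclei in cluster 5, 51.9% and 44.8% of the 4781 in cluster 6, and 64.3% and 35.5% of the 3144 in cluster 7. E12.5 nuclei made up at most 3.28% of any cluster other than cluster 2. With libraries weighted equally, the E16.5 share was 60.7% in cluster 5, 51.6% in cluster 6 and 43.8% in cluster 7.

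Clusters with at least 80% of their nuclei from 1 library held 69.5% of all nuclei. This share was not stable. Another random seed alone gave 55.2%, and the alternatives ranged from 54.4% with regions of matched position to 81.2% with the same number of nuclei per library. The highest share of E12.5 nuclei in a cluster stayed between 98.6% and 99.98% under all 8 alternatives, and the highest share of E14.5 nuclei between 87.3% and 99.2%.

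**Figure D3:**
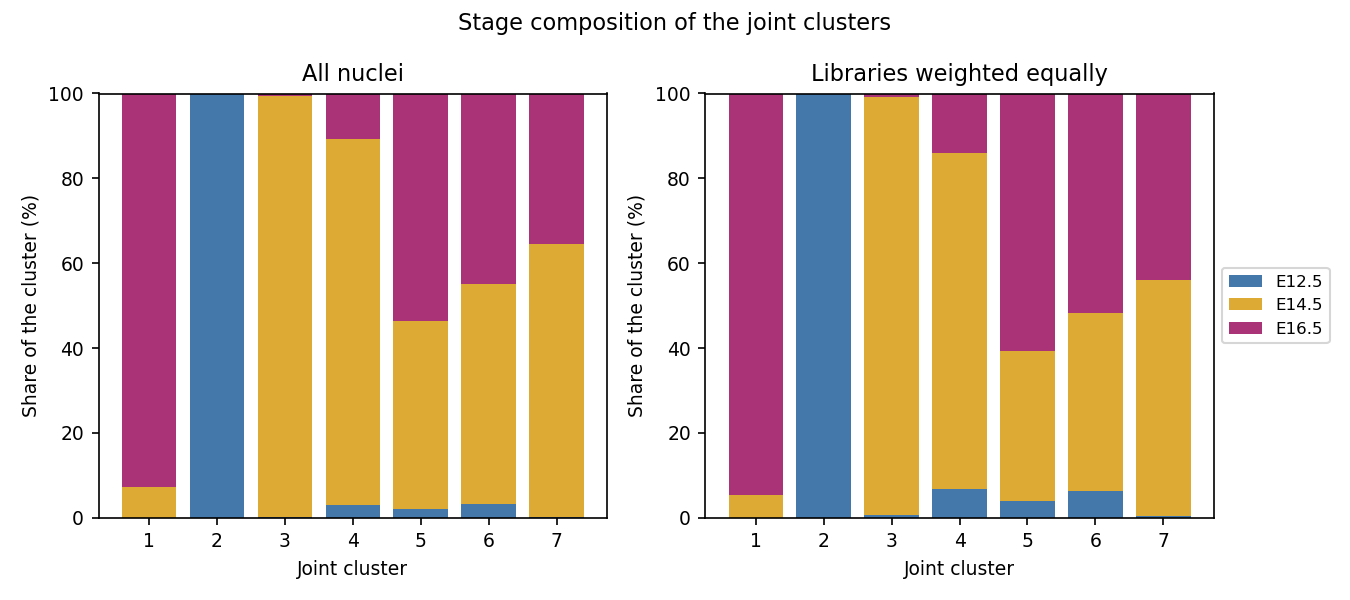
Share of the nuclei of each joint cluster that came from each stage, over all nuclei (left) and with the 3 libraries weighted equally (right). Cluster 2 was 99.9% E12.5, and clusters 5, 6 and 7 mixed E14.5 and E16.5.

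Panel loci were compared between clusters within each library, and the log2 ratios averaged over libraries with at least 100 nuclei in the cluster. Cluster 1 had log2 ratios above 0.5 at 6 of 8 fibrogenic loci, with a median of 0.62. In cluster 5 this held for 9 of 11 chondrogenic loci (median 0.75), in cluster 6 for 6 of 10 dermal fibrogenic loci (median 0.54), and in cluster 7 for 7 of 9 tenogenic loci (median 0.84). In cluster 2 it held for 6 of 9 tenogenic loci (median 0.73), but there the reference was only the small remainder of E12.5 nuclei. No panel median was above 0.34 in cluster 3, and in cluster 4 the MP panel had a median of 0.30, with 4 of 9 loci above 0.5, the highest at Hic1 (0.77). Taken by library, the MP median of cluster 4 was 0.44 at E12.5, 0.35 at E14.5 and 0.68 at E16.5. Averaged over libraries, pericyte loci reached a median of at most 0.30 and perineural loci of at most 0.41 in any cluster. Within single libraries the highest medians were both at E12.5, 0.61 for pericyte loci in cluster 6 and 0.53 for perineural loci in cluster 4.

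The fourth comparison asked whether accessibility of lineage loci differed more between clusters of the same library at later stages. Each library was clustered on its own into 7 clusters, from 6223 nuclei thinned to 1096 fragments each. The median coefficient of variation (CV) across clusters, over 38 chondrogenic, tenogenic, fibrogenic and dermal fibrogenic loci, was 0.222 at E12.5 (interval from resampled counts 0.188 to 0.265), 0.330 at E14.5 (0.286 to 0.376) and 0.50 at E16.5 (0.451 to 0.547). With shuffled cluster labels it was 0.187, 0.172 and 0.186. The ratio of E16.5 to E12.5 was 2.25, which was higher than under any of the 6 alternatives (1.39 to 2.11). The alternative that moved it most was the highest cluster divided by the mean of the clusters, which has another scale and gave 1.39.

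At E12.5 the median CV lay at percentile 26.6 of random gene lists, at E14.5 at percentile 99.99, and at E16.5 no random list was higher. The lineage panels include loci the study gives for its clusters of these nuclei, such as Acan, Col2a1, Chad, Tnmd, Thbs4 and Kera. A high place among random lists at the later stages is therefore partly built in. The position at E12.5 was not stable and was higher under most alternatives, at percentile 96.9 with 5 clusters, 74.2 with 9 clusters, 93.4 with all autosomal shared regions, 97.1 with thinning of cut sites, 99.95 without thinning and 14.7 for the highest cluster over the mean. In 35 of the 38 loci the CV was higher at E16.5 than at E12.5, and in 28 it rose at both steps. The chondrogenic loci had medians of 0.203, 0.397 and 0.859 at the 3 stages, and Col9a3 had the highest single value at E16.5, 1.43. The tenogenic medians were 0.274, 0.342 and 0.563, the fibrogenic 0.241, 0.386 and 0.469, and the dermal fibrogenic 0.181, 0.247 and 0.392. The MP loci had 0.141, 0.146 and 0.228, within the range of random lists at each stage.

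**Figure D4:**
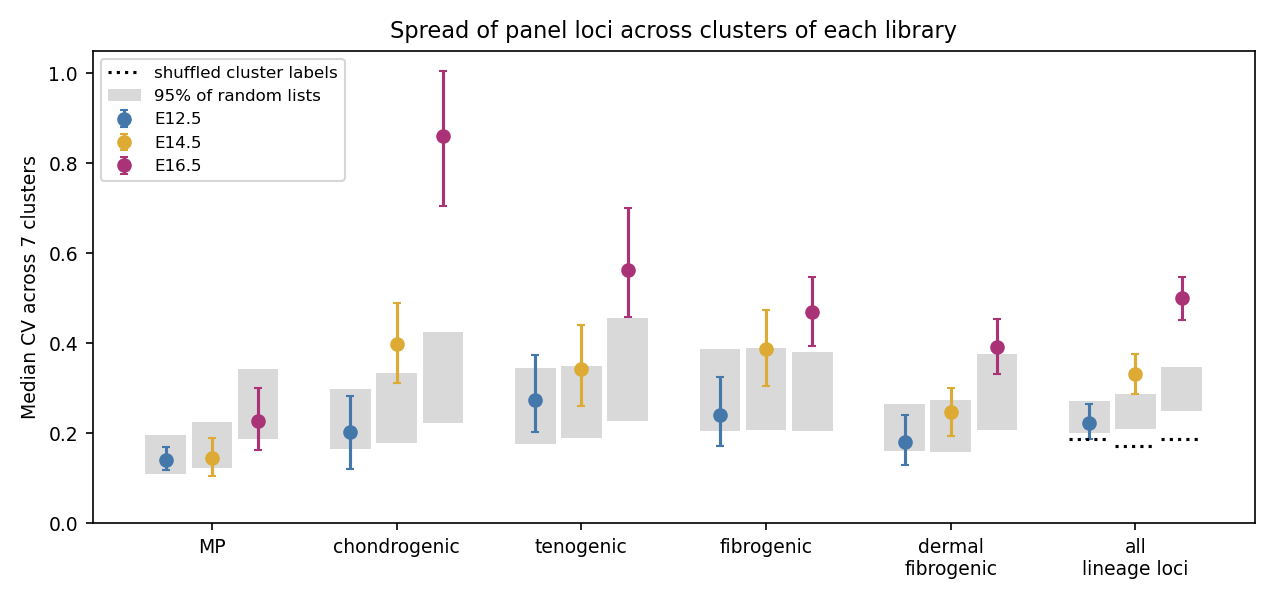
Median CV of panel loci across 7 clusters of each library (points), with 95% intervals from resampled counts, beside the range of 95% of random gene lists (grey) and the level with shuffled cluster labels (dotted). Over all lineage loci the points rose from 0.222 to 0.330 and 0.50, and at E16.5 each lineage panel lay above the range of 95% of its random lists.

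The separation of panels by cluster within each library was largest at E16.5, and most so for chondrogenic loci. The E16.5 cluster highest for chondrogenic loci had a median log2 ratio of 2.12 against the rest of the library, with all 11 loci above 0.5. In the E14.5 library the highest chondrogenic median was 0.70, with 9 loci above 0.5. In the E12.5 library it was 0.20, with 2 loci above 0.5. The highest medians, from the earliest to the latest stage, were 0.35, 0.70 and 0.92 for tenogenic loci, 0.20, 0.30 and 0.54 for fibrogenic loci, and 0.14, 0.66 and 0.77 for dermal fibrogenic loci.

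**Figure D5:**
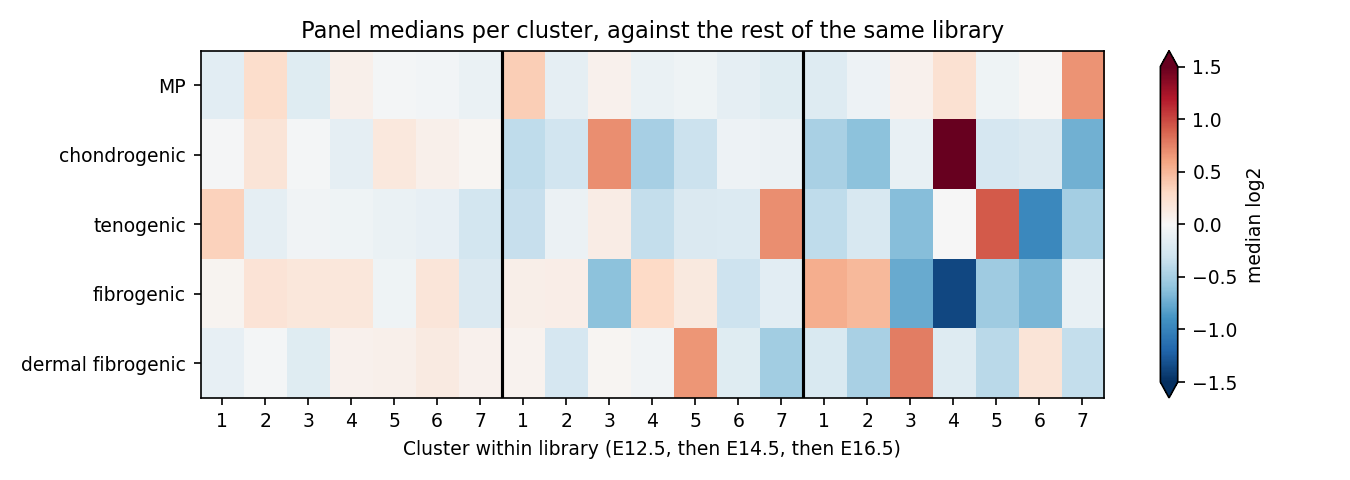
Median log2 ratio of panel loci in each cluster against the rest of the same library, for 7 clusters at E12.5, then E14.5, then E16.5, numbered by size. The chondrogenic medians reached 0.20, 0.70 and 2.12 in the 3 libraries, and the colour scale ends at the arrows.

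The last comparisons were made without clusters. The share of nuclei with a count at a lineage locus, after thinning to 1096 fragments, had a median of 3.15% at E12.5 (2.73% to 3.61% for a locus at that share), 3.12% at E14.5 (2.88% to 3.37%) and 4.22% at E16.5 (3.89% to 4.57%). Thinning left out 2071 nuclei at E12.5, 0 at E14.5 and 253 at E16.5. Loci of myogenic, endothelial, epithelial and blood genes, taken as the background level, had medians of 2.58%, 2.25% and 1.75%. The ratio of lineage to background loci was 1.22 at E12.5, 1.39 at E14.5 and 2.41 at E16.5, the last being above the range of 1.95 to 2.32 under the alternatives. Intervals for a single locus at the lineage and at the background median overlapped at E12.5 and were apart at E14.5 and E16.5. They leave out the spread between loci, which at E12.5 ran from 0.434% at Clec3b to 29.6% at Sox5 among lineage loci. They also narrow with the number of nuclei, which was lowest at E12.5, so they do not show that the 2 groups of loci separated with stage. Without thinning the lineage median was 10.8%, 13.0% and 32.7%, which followed the depth of the libraries.

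The correlation between lineages within the same nucleus was small at every stage. Thinning left few fragments per panel and nucleus, which by itself brings such correlations near 0, so small values do not show that the lineages were unrelated. The mean of the 6 pairwise correlations was 0.00293 at E12.5, -0.00443 at E14.5 and -0.00630 at E16.5, against 0.000984, 0.000535 and 0.00261 in random panels. These lay at percentiles 67, 6.1 and 1.9 of 1000 random panels, so only E16.5 was outside 95% of them. This depended on the setting, since with promoter peaks alone E16.5 lay at percentile 5.1, inside the 95%, and without thinning all 3 stages lay outside. The largest single correlation at E16.5 was -0.0634, between chondrogenic and fibrogenic loci. Without thinning, and given log depth, the mean was 0.452, 0.0600 and 0.15, positive at every stage but below random panels at 0.491, 0.108 and 0.314.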

Values the study reported

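The study's text states that 41,066 nuclei entered the joint analysis of accessibility across the 3 stages. It used k-means with k = 7, and describes 6 main populations. Of the population called MPs I, 97% of nuclei were from E12.5, and of MPs II, 85% were from E14.5.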

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

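The tests for counts set by cluster and for a mixture of embryos of both sexes were chosen after the Y chromosome counts had been seen. The mixture test was form 3 of those tried. A fit of a mixture of rates over all Y peaks came before it, and was set aside because these include pseudoautosomal peaks. The same fit at 4 male-specific genes followed, and put 25.9%, 45.7% and 33.9% of nuclei at the higher rate from the earliest to the latest stage. Its level of 1.5 was written down before the ratio was computed but after these fits.

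The sex of the embryos is not part of any comparison in the report, yet the Y chromosome carried signal above the limit that a count of 0 allows. The promoters of 4 genes specific to males (Kdm5d, Eif2s3y, Uty and Ddx3y) held 1518 counts at E12.5, 4378 at E14.5 and 9225 at E16.5, against a limit of 3 counts. A count there was found in 7.16% of E12.5 nuclei (6.62% to 7.74%), 10.3% of E14.5 nuclei (9.93% to 10.8%) and 23.1% of E16.5 nuclei (22.4% to 23.8%), in the order of library depth. As shares of all counts they were 0.00174%, 0.00214% and 0.00223%.

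Signal set by the cell type of the nuclei stays open. A gap of over 10 points between joint clusters of the same library had been named as the sign of it, but at equal depth every share of nuclei with a Y count was far below 10%, so that gap was out of reach and the test decides nothing. The largest gap was 1.22 percentage points, at E16.5. It lay between cluster 5, at 3.21% (2.57% to 3.95%), and cluster 7, at 1.99%, and the intervals of these clusters overlap. Cluster 1 of the same library had 2.09% (1.78% to 2.45%), an interval that does not overlap that of cluster 5. Pooling of male and female embryos may account for Y counts in a part of the nuclei, as a biological explanation. It predicted that nuclei with a fragment at Uty or Eif2s3y would have one at Ddx3y or Kdm5d more than 1.5 times as often as 1 rate for all nuclei gives, in every library. The ratio was 1.57 at E12.5 (1.2 to 2.01) and 1.75 at E14.5 (1.49 to 2.04), but the lowest was 1.28 at E16.5 (1.17 to 1.39), below the level set beforehand. Each ratio was above the upper end of the middle 95% of autosomal peak pairs, at 1.02, 1.14 and 1.02. Nuclei with a Y count also had a lower share of their fragments on the X chromosome in each library, 1.61% against 1.68%, 1.72% against 1.76% and 1.72% against 1.78%. The sample labels give no sex, while the study states for its embryo work in general that embryos of either sex were used. The counts lean towards a pool in all 3 libraries, yet by themselves they leave it open, because the level set in advance was missed at E16.5.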

How the results depend on the processing

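The tests with thinning of cut sites, and those with peaks or regions of matched position, were chosen after seeing the data. Of the alternatives, 26 had been planned and 6 were added in this way. Together they gave 751 values for 133 results, of which 326 stayed within counting error of the reported value, 333 moved by more than that without changing sign and 92 changed sign. No paired analysis was possible because each stage had a single library, and there was no replicate to leave out. Causes of these moves were not tested here.

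A reciprocal overlap of at least 50% left 32.9% of E12.5 peaks matched at E14.5 and 49.1% at E16.5, 61.1% of E14.5 peaks matched at E12.5 and 58.3% at E16.5, and 43.8% of E16.5 peaks matched at E12.5 and 28.0% at E14.5. Restricting the lists to peaks with a count in at least 1% of nuclei gave 71.4% of E12.5 peaks matched at E14.5 and 87.5% at E16.5, 81.3% of E14.5 peaks matched at E12.5 and 96.9% at E16.5, and 44.4% of E16.5 peaks matched at E12.5 and 42.6% at E14.5. Autosomes alone left all 6 shares within counting error.

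Panel medians and single genes are given as log2 ratios, for the single genes from E12.5 to E16.5 unless another step is named. Promoter peaks alone gave medians from E12.5 to E14.5 of -0.81 for the MP, 0.054 for the chondrogenic, 0.050 for the tenogenic, 0.38 for the fibrogenic and 0.19 for the dermal fibrogenic panel. With promoter peaks alone, the medians from E14.5 to E16.5 were -0.34 for the chondrogenic, -0.11 for the tenogenic, 1.2 for the fibrogenic and -0.18 for the dermal fibrogenic panel. With promoter peaks alone, the medians from E12.5 to E16.5 were 0.18 for the tenogenic and 1.63 for the fibrogenic, with 0.18 for Thbs4. Using all of each library's own peaks gave medians from E12.5 to E14.5 of -0.39 for the MP, -0.012 for the tenogenic and 0.31 for the fibrogenic panel. With own peaks, the medians from E14.5 to E16.5 were -0.066 for the MP, -0.15 for the tenogenic, 0.68 for the fibrogenic and -0.073 for the dermal fibrogenic panel. With own peaks, the medians from E12.5 to E16.5 were -0.34 for the MP and -0.039 for the tenogenic, with 0.13 for Col2a1, 0.66 for Snorc, -0.039 for Kera and 0.10 for Pi16. Scaling by the median ratio over genes gave medians from E12.5 to E14.5 of -0.58 for the MP, -0.29 for the chondrogenic, -0.26 for the tenogenic, 0.092 for the fibrogenic and -0.33 for the dermal fibrogenic panel. Under this scaling, the medians from E14.5 to E16.5 were 0.35 for the MP, 0.053 for the chondrogenic, 0.26 for the tenogenic, 0.94 for the fibrogenic and 0.25 for the dermal fibrogenic, with 0.015 for Shox2 (E14.5 to E16.5). The binarised matrix gave a median from E12.5 to E14.5 of -0.22 for the MP panel. After binarising, the medians from E14.5 to E16.5 were -0.12 for the MP, 0.64 for the fibrogenic and 0.026 for the dermal fibrogenic panel. After binarising, the medians from E12.5 to E16.5 were -0.35 for the MP, 0.90 for the fibrogenic and 0.064 for the dermal fibrogenic, with 0.0025 for Pi16.

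Counts per kb of called width gave medians from E12.5 to E14.5 of -0.20 for the MP, -0.26 for the chondrogenic, -0.20 for the tenogenic, -0.069 for the fibrogenic and 0.17 for the dermal fibrogenic panel. Per kb of width, the medians from E14.5 to E16.5 were 0.068 for the MP, -0.20 for the chondrogenic, 0.58 for the fibrogenic and -0.16 for the dermal fibrogenic panel. Per kb of width, the medians from E12.5 to E16.5 were -0.088 for the MP, -0.071 for the tenogenic, 0.47 for the fibrogenic and 0.10 for the dermal fibrogenic, with -0.36 for Eif4b, 0.16 for Twnk, -0.013 for Kera and 0.076 for Rspo1. Leaving out the deepest 5% of nuclei gave a median from E12.5 to E14.5 of -0.36 for the MP panel. Without these deepest nuclei, the medians from E12.5 to E16.5 were -0.19 for the MP and 0.29 for the dermal fibrogenic, with 0.0080 for Col2a1. The mean over nuclei of each nucleus's own CPM gave medians from E12.5 to E14.5 of -0.38 for the MP, -0.26 for the tenogenic and -0.015 for the dermal fibrogenic panel. As means over nuclei, the medians from E14.5 to E16.5 were 0.27 for the MP, 0.21 for the tenogenic and 0.73 for the fibrogenic panel. As means over nuclei, the medians from E12.5 to E16.5 were -0.20 for the MP, -0.0040 for the tenogenic and 0.92 for the fibrogenic, with 0.099 for Col2a1. Peaks of matched position gave medians from E12.5 to E14.5 of -0.15 for the MP, -0.34 for the chondrogenic, 0.058 for the tenogenic and 0.19 for the dermal fibrogenic panel. In these matched peaks, the medians from E14.5 to E16.5 were 0.097 for the MP, -0.18 for the chondrogenic, 0.23 for the tenogenic, 0.73 for the fibrogenic and -0.26 for the dermal fibrogenic panel. In these matched peaks, the medians from E12.5 to E16.5 were 0.032 for the MP (3 genes, which had -0.047 in all shared peaks), -0.41 for the chondrogenic, 0.082 for the tenogenic and 0.041 for the dermal fibrogenic, with 0.062 for Tnmd.

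More panel genes changed sign from E12.5 to E16.5. Promoter peaks alone gave -0.54 for Col9a3, -0.060 for Fmod, -0.050 for Fap, -0.21 for Twist2, -0.22 for Crabp1 and 0.32 for Lef1, and own peaks -0.17 for Fmod. The binarised matrix gave -0.086 for Osr1, 0.048 for Sox11, 0.097 for Sox9, 0.0017 for Mkx and -0.013 for Fmod. Per kb of width the ratios were 0.044 for Hmga2, 0.21 for Sox11, 0.41 for Sox9, -0.30 for Col9a3, 0.18 for Cnmd, -0.40 for Fmod, -0.071 for Htra3, -0.24 for Fap and -0.11 for Twist2. Without the deepest nuclei they were 0.080 for Sox11, 0.0018 for Sox9 and 0.033 for Mkx, and as means over nuclei 0.059 for Sox11, 0.067 for Sox9, -0.0040 for Htra3 and -0.075 for Twist2. Matched peaks gave 0.032 for Sox11, -0.46 for Col9a3, 0.22 for Cnmd, 0.020 for Mkx, -0.12 for Fmod, -0.23 for Fap and -0.14 for Crabp1.

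At promoters of the position panel, counts per kb of called width changed the sign at 16 of 33 ratios. From E12.5 to E14.5 these were Hoxa10 (0.0038), Hoxa11 (0.045), Hoxd9 (0.18), Hoxd10 (0.56), Hoxd11 (0.31), Meis1 (-0.052) and Meis2 (-0.15). From E14.5 to E16.5 they were Hoxa9 (0.30), Hoxa10 (-0.14), Hoxa11 (-0.18), Hoxd10 (-0.63), Hoxd11 (0.18) and Shox2 (0.31), and from E12.5 to E16.5 Hoxa9 (0.28), Hoxd9 (0.075) and Hoxd11 (0.49). Matched peaks reversed none of the 9 ratios they allowed, at Hoxd13, Meis1 and Meis2.

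The direction of the fibrogenic rise from E12.5 to E16.5 and from E14.5 to E16.5, of the chondrogenic fall and the dermal fibrogenic rise from E12.5 to E16.5, and of the MP fall from E12.5 to E14.5 was kept under all 8 alternatives.

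In the joint clusters, the share of nuclei in clusters with at least 80% from 1 library was 56.4% with 6 clusters, 61.3% with 9 clusters, 55.2% with another seed, 55.2% with all autosomal shared regions, 71.3% without thinning, 81.2% with the same number of nuclei per library and 54.4% with regions of matched position. The highest share of E12.5 nuclei was 99.7% with 9 clusters, 99.98% with the same number of nuclei per library and 98.6% with regions of matched position. The highest share of E14.5 nuclei was 87.3% with the same number of nuclei per library and 96.6% with regions of matched position.

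The median share of nuclei with a count at a lineage locus, in order of stage, was 1.12%, 1.09% and 1.5% after thinning to the 10th percentile, 10.8%, 13.0% and 32.7% without thinning and 4.85%, 4.93% and 7.69% with thinning of cut sites. The ratio to background loci at E16.5 was 1.95 without thinning, and the order of the 3 stages in this ratio was kept under every alternative. The reported 2.41 was above all of these. Thinning to the 10th percentile left out fewer nuclei, 828 at E12.5.

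The median CV across clusters was 0.271 at E12.5 with 9 clusters, and without thinning it was 0.286 at E14.5 and 0.433 at E16.5. The highest cluster divided by the mean gave ratios of E16.5 to E12.5 of 2.17 for chondrogenic, 1.25 for dermal fibrogenic and 1.39 for all lineage loci. The ratio stayed above 1 for each lineage panel under all 6 alternatives. The reported ratios were nevertheless above every alternative for all lineage loci (2.25 against 1.39 to 2.11), chondrogenic loci (4.23 against 2.17 to 3.87) and fibrogenic loci (1.94 against 1.26 to 1.68), so for these the reported choice gave the largest contrast of those tried.

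Of the values for correlations within nuclei, 6 changed sign, 5 moved by more than counting error and 13 stayed within it. Thinning of cut sites gave a mean of -0.00175 at E12.5 and -0.0161 at E16.5, which was -0.00268 and -0.0196 relative to random panels. Promoter peaks alone gave 0.00155 at E14.5. Without thinning and given log depth, the means were 0.452, 0.0600 and 0.15, or -0.0394, -0.0476 and -0.164 relative to random panels. Relative to random panels, E14.5 and E16.5 were negative under all 4 alternatives, and E12.5 had no stable sign.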

Other observations

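The tests of library batch, of depth and number of nuclei, and of the dissected segment were chosen after the results they concern had been seen, as were the peaks and regions of matched position.

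Large rises of single genes from E12.5 to E16.5 went with called peak width, which was at least 2 times larger at E16.5 for 66 of the 100 largest rises. Among the 135 genes called at least 2 times wider at E16.5 that had peaks of matched position, the median log2 ratio came down from 0.80 to 0.25 in those peaks. Differences in how far neighbouring peaks were merged may thus account for much of these rises. Whether they account for all of them stays open, because at Mettl16 a matched peak was in reach of the gene at E16.5 but not at E12.5. No biological explanation of any remainder was tested. Only 11 genes were called at least 2 times wider at E12.5, and the 9 of them with matched peaks had a median of -1.17 in all shared peaks and -0.64 in matched peaks. Of the 100 largest falls, 10 were among these genes. For most large falls the cause therefore stays open, and Scx had no matched peaks.

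The E12.5 nuclei lay apart from the others in the joint clusters. Called width as the cause is argued against, because the highest share of E12.5 nuclei in a cluster was still 98.6% with regions of matched position. A batch effect that keeps every library apart is argued against by the 3 clusters in which E14.5 and E16.5 each made up at least 30% of the nuclei. A batch effect of the E12.5 library alone and a difference between stages cannot be told apart, because that stage had 1 library. Digestion with Dispase at E12.5, and with Collagenase A, Pronase and DNase at the later stages, separates the libraries in the same way and stays open too. The software version does not separate E12.5 from E14.5, since both headers name 1.0.1.

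Joint cluster 4, in which no panel median over the libraries was above 0.5, was 86.3% E14.5. Within single libraries its MP median reached 0.68 at E16.5 and its perineural median 0.53 at E12.5, and Hic1 (0.77), Id3 (0.76), Id1 (0.64) and Id2 (0.57) were above 0.5 over the libraries. Its E14.5 nuclei had 62.3% of their counts in promoter peaks, more than the nuclei of any other E14.5 cluster, the next being at 58.2%. The cluster also had the highest promoter share among the clusters of at least 100 nuclei at E12.5, with 65.5%, and at E16.5, with 65.7%. Nuclei with counts concentrated on promoters are therefore a candidate explanation for this cluster. Its depth relative to the library median was 1.09 at E14.5, 0.505 at E16.5 and 0.218 at E12.5, so low depth could not explain the E14.5 nuclei. Whether the promoter share reflects the quality of the nuclei or a state of MP nuclei was not tested, so both stay open.

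The spread of lineage loci across clusters was higher at E16.5 than at E12.5. Depth or the number of nuclei as a direct cause is argued against, since both were made equal. Shuffled cluster labels gave a ratio of E16.5 to E12.5 of 0.998, which adds nothing further, because equal depth and numbers bring it near 1. Whether depth before thinning acted through the clusters was not tested. Called width as the whole cause is argued against by a ratio of 1.81 in peaks of matched position, where 29 loci could be used at 943 fragments per nucleus. There the medians were 0.322, 0.362 and 0.583, so E14.5 was only 1.12 times E12.5 and most of the difference lay in the last step. The stage of the embryos and the segment dissected at E16.5 stay open as biological explanations, and neither was tested. The digestion is described as the same at E14.5 and E16.5, which argues against it for the last step, from 0.362 to 0.583 in peaks of matched position. For the smaller step from E12.5 to E14.5 the digestion stays open. Other differences between the libraries in preparation also stay open, because each stage had 1 library.

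From E14.5 to E16.5 the promoters of Hoxa13 and Hoxd13 had a median log2 ratio of -0.45, while those of Meis1 and Meis2 did not fall. When scaled by the median ratio, Hoxa13 had only -0.030, whereas per kb of called width it had -0.52 and Hoxd13 -0.44. The rises at Hoxa10, Hoxa11 and Hoxd10 changed sign per kb of called width, so they carry no evidence on position. Against E12.5, also a library of the forelimb, neither promoter was lower at E16.5, with 0.25 at Hoxa13 and 0.041 at Hoxd13, or 0.27 and 0.20 per kb of called width. An elbow segment holding less of the distal limb could lower both promoters, but it would do so against either earlier stage unless these also differed with age. Stage and segment cannot be told apart because they changed together.

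Some 16-base barcodes occurred in more than 1 library. The pairs shared 213 (E12.5 and E14.5), 151 (E12.5 and E16.5) and 401 (E14.5 and E16.5). Carry-over between particular libraries is argued against, since the shared barcodes per 1000000 possible pairs were 1.28, 1.30 and 1.43, and the highest was 1.11 times the lowest. No biological explanation was tested.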
